A study of Drosophila melanogaster with 3 samples. Its data were reported in "High-fat diet enhances starvation-induced hyperactivity via sensitizing hunger-sensing neurons in Drosophila" (2020).

How the data were processed

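AKHR+ neurons are brain neurons that carry the receptor of adipokinetic hormone, a hunger hormone of the fly. Per the labels, GFP was expressed in these cells by a split-GAL4 pair that needs both the pan-neuronal nSyb promoter and the AKHR promoter, and the flies were kept on normal food to an age of 5 days. Marked cells were taken from dissected brains with a glass pipette, and their RNA was reverse transcribed and amplified as full-length cDNA by a SMART-type protocol. The cDNA was fragmented, made into libraries with further PCR and sequenced on an Illumina instrument. The labels name each library as 1 AKHR neuron, but their treatment field speaks of single cells being pooled. Each library is called a cell here, and whether it holds 1 cell or several is left open.

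After trimming and quality filtering, the authors aligned the reads to the fly genome, kept those that aligned and deposited FPKM per gene (fragments per kilobase of exon, scaled by the number of fragments mapped). Their aligner, quantifier, genome build and annotation are not stated. No molecular identifiers are described, so copies made by PCR count as separate fragments. FPKM divides by gene length, so genes can be compared within a cell, and it divides by the mapped total, so a few very abundant transcripts lower the value of every other gene in that cell. The values are not counts, and no count-based test was used.

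Each of the 3 cells had 12180 lines. They held 11922 FlyBase gene IDs, of which 117 stood on more than 1 line (375 lines). Values of a repeated ID were averaged, and summing them was an alternative chosen after the data were seen. Symbols were taken from the BDGP6.54 annotation (Ensembl release 115) by FlyBase ID. They were found for 11794 IDs, and 128 IDs stayed without a symbol. Coordinates and exon lengths are from the same annotation and may differ from those the authors used. No mitochondrial gene symbols were found among the lines (0 genes), and marker genes without a line are not analysed here.

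FPKM does not state depth. For genes with 1 annotated transcript, FPKM times exon length in kilobases should be a whole multiple of what 1 fragment is worth in that cell, and the step that best placed the low values on whole multiples was searched for. This search was chosen after the data were seen. It gave 6640000, 6240000 and 6520000 fragments for cells 1, 2 and 3. Of the 198, 167 and 184 low values tested (up to 10 fragments), 65.7%, 44.9% and 56.0% lay within 0.1 of a whole number. A step fixed in advance would place 20% there by chance. The step was chosen to suit these same values, and the chance share for a searched step was not computed. These depths are therefore estimates. Approximate fragments per gene were computed from them with the mean transcript length of the gene. Their 95% intervals are exact Poisson intervals, and the floor is the FPKM of 3 fragments. Intervals and floors cover counting error only.

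Values were analysed as log2(FPKM + 1), and a difference on that scale understates the difference of low genes. A gene was called detected at FPKM of at least 1. With a single group there was no second condition, so the comparisons were between genes of the same cell and between cells. Exact tests were used because there were only 3 cells. The 7 lipoprotein receptors were ranked within each cell. An exact permutation test (one-sided) shuffled receptor names within cells and compared the best mean rank of any receptor with that of LpR1, and a Friedman statistic had an exact permutation p over all 25401600 arrangements. Differences between LpR1 and the other receptors, and between marker panels, were taken within each cell and tested by an exact two-sided sign-flip permutation test, whose smallest p with 3 cells is 0.25. Benjamini-Hochberg adjustment covered the 6 receptor comparisons. Similarity of cells was the correlation across genes, given without p-values because genes are not independent replicates. For a marker panel, the mean was placed among 10000 random gene lists of its size as a percentile.

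The designs, alternatives and first marker panels were fixed before the data were examined. Named genes were those of the panels (at most 5 of a long panel, by mean log2 value), the 10 genes with the highest mean log2 value among those detected in all 3 cells, and the 5 genes with the largest ratio between highest and lowest cell among those at FPKM 10 or more in at least 2 cells. Atg7, mTor and Tsc1 were named in addition, after the data were seen, because the study manipulated them. The gene lists used only in the closing section (a second photoreceptor list, a second fat body list, and lists for gut, ovary, testis, muscle and neuropeptides) were written after the data had been seen but before their own values were computed. Alternatives were leaving out each cell, a pseudocount of 0.1, other detection thresholds, rescaling each cell to a common sum, as for TPM, and other summaries of a panel.

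The procedures were tested on simulated data. The fragment step was recovered with an error of at most 0.0114% over 6033 genes. Those simulated values were exact whole multiples at the lengths used to recover them, so this error does not apply to the real depths. The rank test called 0% of 60 data sets without an effect and 100% of 20 data sets with a planted top gene. The planted gene was highest in every cell by construction, so that 100% was fixed in advance. Random lists passed the 95th percentile in 2.5% of 40 cases, and strongly shifted lists in 100% of 40. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used, with random seed 7.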

Results

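To examine which lipoprotein receptors AKHR+ neurons express, RNA of 3 cells from 5-day-old flies on normal food was amplified and sequenced, and expression was given as FPKM per gene. All 3 cells belonged to a single group and are called cells 1, 2 and 3 after their replicate numbers. The values recorded for cell 3 were headed with another sample number, and the number of the label was kept. The summed FPKM was 492248, 516992 and 539862. The estimated depth was 6640000, 6240000 and 6520000 fragments, so by this estimate depth differed little between cells.

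The number of detected genes differed more than the estimated depth. At FPKM of at least 1, 4389 genes were detected in cell 1, 6046 in cell 2 and 5626 in cell 3 (mean 5354 ± 861, SD, n = 3). Of the 11922 genes, 3709 were detected in all 3 cells, 1760 in 2 cells, 1414 in 1 cell and 5039 in 0 cells. Genes detected in all 3 cells made up 53.9% of the 6883 genes detected in at least 1. This count fell to 2457 genes at FPKM of at least 10, and without cell 1 it rose to 4968 genes detected in both other cells.

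The cells were compared across the 7207 genes with a value above 0 in at least 1 cell. Spearman's correlation across genes was 0.576 for cells 1 and 2, 0.609 for cells 1 and 3, and 0.668 for cells 2 and 3 (mean 0.618 ± 0.047, SD of 3 pairs). Pearson's correlation of log2(FPKM + 1) was 0.594, 0.629 and 0.666, with a mean of 0.630 that went to 0.537 at a pseudocount of 0.1. Genes are not independent replicates, and no p-value was attached. No pair of cells shared an identical non-zero value (0 genes), so the 3 libraries were counted as separate samples.

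It was then asked whether LpR1 stood above the other lipoprotein receptors. LpR1 (FBgn0066101) lies on chromosome 3R from 25741348 to 25763105 on the minus strand (BDGP6). Its FPKM was 78.8, 37.96 and 34.2 in cells 1, 2 and 3 (mean 50.3 ± 24.7, SD, n = 3), or about 2030, 919.6 and 866 fragments. LpR2 (FBgn0051092) lies next to it on the same strand, from 25698727 to 25740465, with 882 bases between the genes. Its FPKM was 1.93, 94.98 and 28.4 (mean 41.8 ± 48.0). About 49.1 fragments lay behind the value of LpR2 in cell 1 (95% Poisson interval 36.3 to 64.9) and about 2274 behind that in cell 2 (2182 to 2370). The spread of LpR2 between cells was larger than its mean.

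Lrp4 (CG8909, FBgn0030706, chromosome X from 15910870 to 15921013) had an FPKM of 2.17, 72.8 and 10.3 (mean 28.4 ± 38.6). The receptor gene mgl (FBgn0261260, chromosome X from 9358496 to 9500129) had an FPKM of 31.8, 7.14 and 6.59 (mean 15.2 ± 14.4). For arr (FBgn0000119, chromosome 2R from 13453640 to 13483229) the FPKM was 40.7, 2.09 and 1.37 (mean 14.7 ± 22.5). LRP1 (FBgn0053087, chromosome 2R from 8174165 to 8226438) was listed at 0 in cell 1, at 2.42 in cell 2 and at 0.0848 in cell 3, the last resting on about 8.70 fragments. The yolk receptor gene yl (FBgn0004649, chromosome X from 14193214 to 14199958) was listed at 0 in all cells. The lowest FPKM that 3 fragments would give for yl was 0.0716, 0.0762 and 0.0729 in cells 1, 2 and 3.

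**Figure D1:**
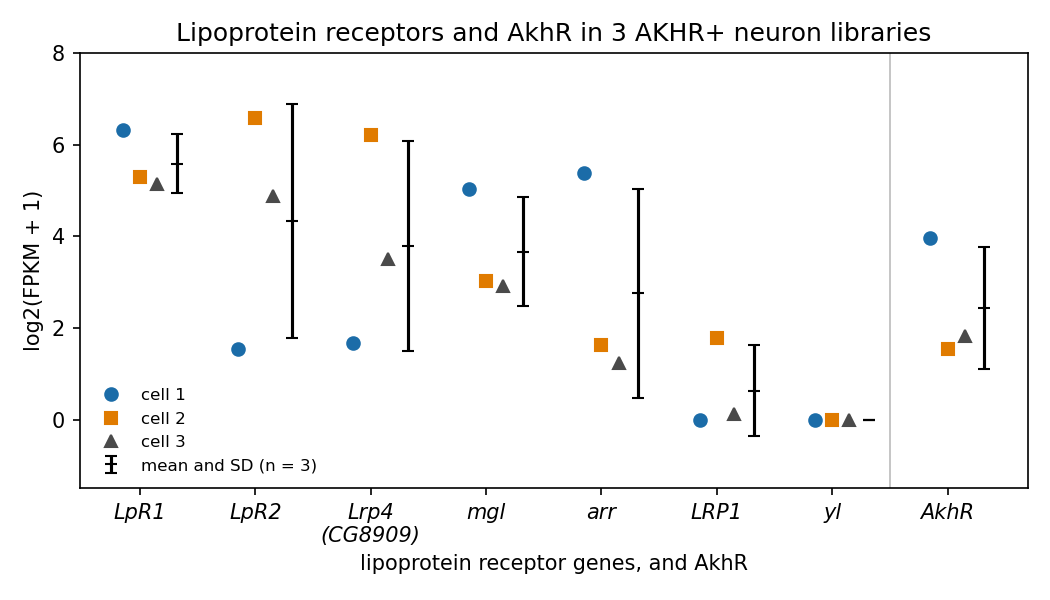
Expression of the 7 lipoprotein receptors, and of AkhR at the right, as log2(FPKM + 1), with each point a cell and the black bars the mean and SD (n = 3). Of the receptors, LpR1 has the highest mean, while LpR2 and Lrp4 lie below it in cells 1 and 3 and above it in cell 2.

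LpR1 had rank 1 among the 7 receptors in cells 1 and 3 and rank 3 in cell 2, giving it the best mean rank of 1.67. When receptor names were shuffled within cells, some receptor often had a mean rank as good (exact permutation test, one-sided, p = 0.201). The smallest p the design allowed was 0.0204. Had LpR1 been tested alone, with no allowance for picking the top receptor, the exact p would be 0.0292. Leaving out cell 2 moved the mean rank most, to 1, and leaving out cell 1 or cell 3 moved it to 2. In cells 2 and 3 LpR2 had ranks 1 and 2, against 3 and 1 for LpR1. Without cell 1, LpR1 therefore no longer had the best mean rank. The ranks of the receptors as a set differed more than chance would give (Friedman statistic 12.8, exact permutation p = 0.0147). The receptor farthest from the middle rank was yl (mean rank 6.83), and LRP1 had 5.83. The Friedman result thus rests in good part on the lowest receptors and does not single out a top receptor.

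Within cells, LpR1 exceeded 4 of the 6 other receptors in every cell. The mean difference of log2(FPKM + 1) was 1.92 ± 0.55 for mgl, 2.83 ± 1.64 for arr, 4.95 ± 1.41 for LRP1 and 5.58 ± 0.64 for yl (SD, n = 3). Each of these had an exact sign-flip permutation p of 0.25 (two-sided), the smallest that 3 cells can give, and 0.375 after Benjamini-Hochberg adjustment. Against LpR2 the difference was 1.24 ± 3.15, with LpR1 higher in 2 of 3 cells (exact permutation p = 0.75, adjusted 0.75). Against Lrp4 it was 1.79 ± 2.79, again higher in 2 of 3 cells (exact permutation p = 0.5, adjusted 0.6). LpR1 was therefore not separated from LpR2 or Lrp4 beyond the spread between cells, and without cell 1 the difference from LpR2 changed sign to -0.52.

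The cells had been marked through the AKHR promoter, and AkhR itself (FBgn0025595, chromosome 2L from 6711286 to 6716186) was detected in each. Its FPKM was 14.7, 1.90 and 2.52 (mean 6.36 ± 7.20, SD, n = 3), or about 229, 27.9 and 38.7 fragments. These values stood at the 74.4, 51.3 and 55.6 percentiles of all genes in cells 1, 2 and 3, genes listed at 0 included. Of the 11922 genes, 4969, 6337 and 6061 had a value above 0 in cells 1, 2 and 3. The median FPKM of those genes was 30.99, 21.7 and 23.4. AkhR thus lay below the median of the genes above 0 in every cell, and far below it in cells 2 and 3. The insulin receptor gene InR had an FPKM of 10.4, 7.54 and 2.59. Of the lipoprotein genes, Mtp was detected in each cell at 12.2, 10.5 and 15.4. The genes apolpp and Apoltp are not analysed here.

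Marker genes were used to examine the cell type given by the labels. The 4 neuronal markers analysed (elav, Syt1, brp and Syx1A) were detected in every cell, from an FPKM of 4.36 for elav in cell 1 to 675 for Syx1A in cell 1. Glial markers were also present, with wrapper at 732, 323 and 568, Gs2 at 370, 615 and 469, and repo at 3.77, 51.5 and 9.63 in cells 1, 2 and 3. The mean log2 value of the neuronal markers exceeded that of the 5 glial markers by 0.28 ± 0.52 (SD, n = 3), with 2 of 3 cells in that direction (exact sign-flip permutation p = 0.5, two-sided). The difference did not exceed its spread between cells, and it ranged from 0.05 to 0.56 as each cell was left out.

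The study describes these neurons as octopaminergic, meaning that they release octopamine. The octopamine synthesis genes Tdc2 and Tbh were listed at 0 in cell 1. Tdc2 had an FPKM of 13.3 in cell 2 and 8.58 in cell 3, and Tbh of 7.34 and 12.6. The monoamine transporter gene Vmat was at 154, 71.2 and 95.4 in cells 1, 2 and 3. Of the 9 markers of other transmitters, 5 were detected in every cell. Trhn and Hdc were listed at 0 in cell 1, as Tdc2 and Tbh were, and DAT at 0 in cell 3. Gad1 (GABA) was at 398, 210.2 and 168, VAChT (acetylcholine) at 30.97, 85.2 and 76.3, and VGlut (glutamate) at 18.4, 50.3 and 43.1. The 3 octopaminergic markers differed from the 9 other transmitter markers by -0.49 ± 0.80 on the log2 scale, being higher in 1 of 3 cells (exact sign-flip permutation p = 0.5, two-sided). With the highest value of each panel in place of the mean, the difference moved to -1.24 ± 0.38. It was negative in every cell (exact sign-flip permutation p = 0.25, two-sided, the smallest that 3 cells can give). That summary set Vmat against Gad1 alone in each cell.

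**Figure D2:**
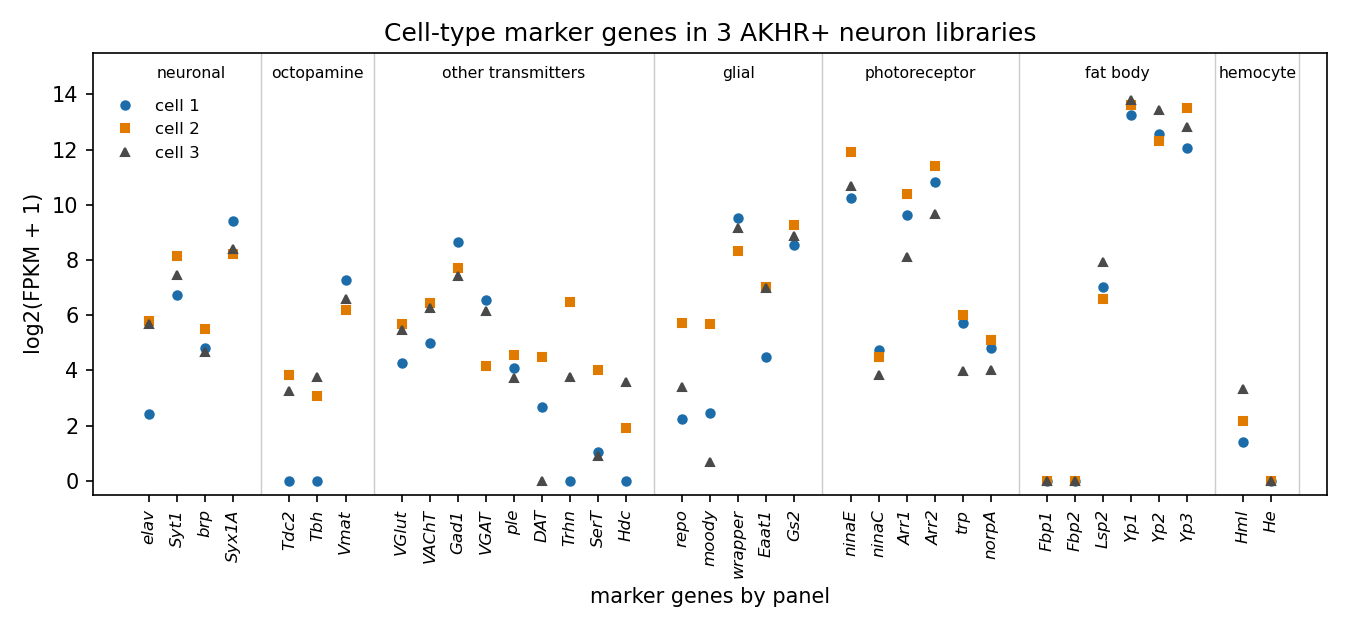
Marker genes of 7 panels, grouped along the horizontal axis, with log2(FPKM + 1) on the vertical axis and each point the value of a gene in a cell. Neuronal and glial markers cover overlapping ranges, as do octopaminergic and other transmitter markers, while the 6 photoreceptor markers and the yolk protein genes lie above 0 in every cell.

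Markers of other tissues were measured in the same way. All 6 photoreceptor markers were detected in every cell, with the opsin gene ninaE at 1217, 3838 and 1626 and Arr2 at 1816, 2722 and 810.4. The 6 fat body markers took 5.30% ± 1.06 of the summed FPKM (SD, n = 3), mostly through the yolk protein genes Yp1, Yp2 and Yp3. Lsp2 was at an FPKM of 128, 94.7 and 240.2 in cells 1, 2 and 3, while Fbp1 and Fbp2 were listed at 0 in all cells. Of the 5 feeding peptide genes analysed, 4 were detected in all 3 cells. Akh was at an FPKM of 30.1, 816 and 161, Ilp2 at 84.1, 25.2 and 40.9, and Ilp5 at 160.3, 10.7 and 126.

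The study places autophagy and AMPK-TOR signaling downstream of lipid uptake in these neurons. Of the 11 autophagy genes analysed, 4 were detected in all 3 cells, among them Atg8a (mean FPKM 1362 ± 627, SD, n = 3), Atg6 (38.1 ± 20.1) and Atg1 (25.04 ± 28.5). Atg12 (mean FPKM 41.0 ± 54.7) and Atg5 (21.2 ± 21.1) were detected in 2 cells each. The count of 4 rose to 7 genes without cell 1 and fell to 2 genes at FPKM of at least 10. Of the 13 AMPK and TOR pathway genes, 8 were detected in all 3 cells, 12 in at least 1 cell and 1 in 0 cells. The genes of these panels are named by their mean level, so most genes at low or 0 values are in the counts only. Exceptions are Atg7, mTor (Tor) and Tsc1, named because the study manipulated them in these neurons. In cells 1, 2 and 3, Atg7 was listed at an FPKM of 0, 0 and 9.26 and mTor at 0, 0 and 4.24. Tsc1 was listed at 0, 14.9 and 10.0. The highest of the AMPK and TOR pathway genes were alc (mean FPKM 228 ± 56.3), Thor (124 ± 77.2) and Rheb (103 ± 54.4).

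The 10 genes with the highest mean log2 value were lncRNA:noe, Yp1, CG9686, Yp3, Yp2, CG15201, Obp44a, Adh, CG8369 and CG2852. The 10 highest genes of each cell took 13.4%, 13.9% and 17.6% of its summed FPKM (mean 14.9% ± 2.28, SD, n = 3). The mean FPKM was 14704 ± 4356 for lncRNA:noe and 12180.2 ± 2312 for Yp1. Among the 4113 genes at FPKM 10 or more in at least 2 cells, the median log2 ratio between the highest and the lowest cell was 1.94. The 5 with the largest ratio were Sodh1, CG14075, icln, RpL17 and CG3652, with log2 ratios from 7.61 to 8.02. Of these, Sodh1 was listed at 0 in cell 2, icln in cell 3 and CG3652 in cell 1. Their ratios, and so their places in the order, rest on the pseudocount of 1. Of the 4113 genes, 636 were listed at 0 in the other cell, of which 477 were at 0 in cell 1, 84 in cell 2 and 75 in cell 3. One of the 5 was a ribosomal protein gene, RpL17, at 178, 707 and 2.51, so a low value or a 0 in a single cell is reported here only as a listed value.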

Values the study reported

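The study considered 7 lipophorin receptors and described LpR1 as the one with the highest expression in AKHR+ neurons, from single-cell RNA sequencing of 5 cells.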

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

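Alternatives were computed for 26 results, giving 133 values. Of these, 122 counted as unchanged, which for a test meant the same direction and side of the threshold, for a count of genes a value within 1.5 times the main count, and for other values a move within the spread between cells. There were 7 that moved, 1 that reversed, 1 that became stronger and 2 that became weaker. The spread rule is loose for receptors whose SD is near or above their mean. Without replicate 1 the mean FPKM of arr went from 14.7 to 1.73 and counted as unchanged. So did that of LpR1, which went to 36.1, below LpR2 at 61.7 and Lrp4 at 41.5. Without replicate 2 or 3, LpR1 kept the highest mean FPKM of the receptors (56.5 and 58.4). For 45 of the 133 values the design could not reach 0.05, so keeping the side of the threshold shows no stability there, and 44 of them are among the 122. These were 42 sign-flip tests and 3 rank tests with 2 cells, whose smallest exact p is 0.143.

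The difference between LpR1 and LpR2 reversed without replicate 1, and it ranged from -0.52 to 2.52 across the 3 fits that each left out one replicate. The Friedman statistic of the 7 receptors ranged from 7.30 to 11.1 across the 3 fits that each left out one replicate. It was no longer past the threshold without replicate 2 (exact permutation p = 0.0718) or without replicate 3 (exact permutation p = 0.318). The cause was not tested. The mean rank of LpR1 stayed at 1.67 when LpR1 was tested alone, but the exact p went to 0.0292, since no allowance was then made for choosing the best of 7 receptors. The similarity of the cells (Spearman) ranged from 0.576 to 0.668 across the pairs left when each replicate was left out, highest without replicate 1. Genes detected in all 3 cells fell from 3709 to 2457 at FPKM of at least 10, and ranged from 3909 to 4968 across the 3 counts that each left out one replicate, highest without replicate 1. Summing repeated gene lines, an alternative chosen after seeing the data, gave 3710.

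The other values that moved were the Pearson correlation, the number of autophagy genes (7 without replicate 1 and 2 at FPKM of at least 10), and the mean FPKM of LpR1 and mgl. Rescaling each cell to a common, larger sum raised every gene alike within a cell. It took LpR1 to 98.99 and mgl to 30.2, and the other receptors that were above 0 rose too, by less than their SD, so these moves are a matter of scale. The alternatives that left out mitochondrial genes were not run, since no gene symbol of that kind was matched (0 genes). For similarity, the pseudocount was changed for Pearson's correlation only, as ranks do not depend on it. No pairing of cells between conditions was possible because there is only a single group, so pairing was within cells only. With 3 cells, the sign-flip tests could not reach 0.05, and depth limits the receptors listed at 0 to statements about their floors.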

Other observations

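The tests of counting error, shared reads, sequencing depth and the transmitter markers themselves were chosen only after the result was seen, and the gene lists of this part were written after the first marker values were known but before their own values were computed. There is a single group, so no biological explanation was tested for any pattern here.

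The number of cells analysed here was 3. That is lower than the value quoted from the study above.

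The order of LpR1 and LpR2 differed between cells. Counting error is too small for this at the estimated depth, since the lower bound of LpR2 fragments in its highest cell was 33.6 times the upper bound in its lowest. Reads shared in a fixed proportion between these neighbouring paralogs would keep their ratio alike, but the log2 ratio ranged over 6.07. That range restates the differing order of the genes, so it adds nothing beyond the pattern itself. The range of LpR2 itself, 5.03 on the log2 scale, lay at the 86.0 percentile of the 500 genes nearest in mean expression, whose median range was 2.42. A swing of that size is thus within the ordinary spread between these libraries, and it may come from uneven amplification of few molecules as well as from differences between neurons. These could not be told apart.

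Gene length was examined for the order of the 7 receptors, because mgl and LRP1 have long transcripts and coverage of long cDNA can be lower. Ranked among the 500 genes nearest in exon length, LpR1 had a mean percentile of 87.5 and stayed highest of the 7, followed by LpR2 at 75.6. Among the 500 nearest of the genes detected in at least 1 cell, it had 85.1 and LpR2 71.0. By the mean over cells, LpR1 thus kept its place among genes of like length. In both comparisons it was highest in cells 1 and 3, while LpR2 and Lrp4 stood above it in cell 2. In the first comparison the percentiles of cell 2 were 94.9 for LpR2, 91.5 for Lrp4 and 82.1 for LpR1. Neither comparison corrects a loss of coverage along a single transcript, so lower values of mgl and LRP1 from that source are not excluded.

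Tdc2 and Tbh were listed at 0 in cell 1. The estimated depth of cell 1 was 1.04 times the mean of the other cells, which speaks against low sequencing depth. Of 945 genes detected at a like level in cells 2 and 3, 30.9% were listed at 0 in cell 1. Taken in the same way, with each cell set against genes of that level detected in the other cells, the share at 0 was 5.35% for cell 2 and 7.96% for cell 3. Lower RNA capture in cell 1 may therefore account for these zeros, and a cell that does not make octopamine is not excluded.

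Photoreceptor transcripts were among the high genes of all 3 cells, although the labels give brain neurons. A second list of 10 photoreceptor genes, which shares no gene with the first, had a mean above 99.79% of random lists, and 9 of its genes were detected in all 3 cells. RNA from photoreceptors, released at dissection or taken up with the cell, is a candidate source. RNA of the whole animal is less so, as the gut list lay at the 1.16 percentile and the ovary list at 1.15. Gut and ovary are not part of the head, so these lists cannot speak against RNA of other head tissue. That source was not tested. A testis list was left aside, since the study used females by default. The muscle list lay at 58.92. If a single deep pool of background RNA had entered all libraries, the second list should vary little between cells, but its between-cell SD lay at the 81.83 percentile of lists matched on mean expression. Small amounts taken up separately by each library could still vary in this way. Reads moved between libraries during sequencing were not tested.

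The yolk protein genes Yp1, Yp3 and Yp2 were among the 5 highest genes. A second list of fat body genes lay at the 90.63 percentile of random lists, below the 95 set beforehand. Only 4 of its 6 genes could be analysed, of which 2 were detected in all 3 cells. These were regucalcin (FPKM 354, 286 and 279 in cells 1, 2 and 3) and Obp99b (108, 45.5 and 165). Lsp1gamma was listed at 0 in all cells, and the gene to was detected in cell 2 only. A mean over so few and unlike genes cannot decide the question, so fat body as a source is neither shown nor excluded. Of the first list, Lsp2 was also detected in all 3 cells, while Fbp1 and Fbp2 were listed at 0.

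Markers of GABA, acetylcholine and glutamate neurons were present in every cell (3 of 3 in each), which decides nothing on its own, as these are the genes the pattern was seen in. A second list held neuropeptide genes known mainly from different small sets of brain neurons. All 6 that could be analysed of the 10 listed were detected in every cell (lowest number over cells, 6), with FPKM from 14.3 to 937. RNA of more than 1 neuron in each library, whether from pooling or from RNA of neighbouring cells, may explain both lists, though some neurons make several peptides. The same mixture would limit how far the receptor values can be assigned to AKHR+ neurons. Glial, photoreceptor and yolk protein transcripts in these libraries set the same limit. The glial markers lay at the 99.92 percentile of random lists and the neuronal markers at 99.85. Whether receptor fragments came from cells other than neurons was not tested. Akh, at an FPKM of up to 816, and Ilp2 were also detected in every cell. The study describes AKH and the insulin-like peptides as products of separate classes of neuroendocrine cells. RNA of cells other than AKHR+ neurons is thus a possible source of both, but no separate test was made for them.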
